# Forkhead box family transcription factors as versatile regulators for cellular reprogramming to pluripotency

**DOI:** 10.1186/s13619-021-00078-4

**Published:** 2021-07-02

**Authors:** Meijun Fu, Huan Chen, Zepo Cai, Yihang Yang, Ziyu Feng, Mengying Zeng, Lijun Chen, Yue Qin, Baomei Cai, Pinghui Zhu, Chunhua Zhou, Shengyong Yu, Jing Guo, Jing Liu, Shangtao Cao, Duanqing Pei

## Abstract

Forkhead box (Fox) transcription factors play important roles in mammalian development and disease. However, their function in mouse somatic cell reprogramming remains unclear. Here, we report that FoxD subfamily and FoxG1 accelerate induced pluripotent stem cells (iPSCs) generation from mouse fibroblasts as early as day4 while FoxA and FoxO subfamily impede this process obviously. More importantly, FoxD3, FoxD4 and FoxG1 can replace Oct4 respectively and generate iPSCs with germline transmission together with Sox2 and Klf4. On the contrary, FoxO6 almost totally blocks reprogramming through inhibiting cell proliferation, suppressing the expression of pluripotent genes and hindering the process of mesenchymal to epithelial transition (MET). Thus, our study uncovers unexpected roles of Fox transcription factors in reprogramming and offers new insights into cell fate transition.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13619-021-00078-4.

## Background

Reprogramming somatic cells to induced pluripotent stem cells (iPSCs) by defined transcription factors is a revolutionary concept for biology and medicine, providing not only cellular sources for disease therapy but also models for investigating roles of cell fate decision (Takahashi et al., 2007; Takahashi and Yamanaka, 2006; Yamanaka, 2020). The transcription factor cocktails Oct4, Sox2, Klf4 and Myc or OSKM also named Yamanaka factors cooperatively function to regulate the expression of genes essential for the pluripotency induction (Buganim et al., 2012; Buganim et al., 2014; Chronis et al., 2017). In the last decade, efforts from laboratories around the world proved that acquisition of pluripotency from fibroblasts underwent several important biological processes, such as mesenchyme-epithelial transition, autophagy, metabolism changes and chromatin remodeling (Cao et al., 2018; Guo et al., 2019; Li et al., 2020; Li et al., 2010; Pei, 2008; Wu et al., 2015). Based on these mechanisms discovery and downstream analysis, numbers of transcription factors or chemicals were uncovered to substitute for Yamanaka factors to activate pluripotency and subsequently generate iPSCs. Pluripotency-associated factors, lineage specifiers and epigenetic regulators were capable of replacing the most important reprogramming factors Oct4(Fritz et al., 2015; Gao et al., 2013; Heng et al., 2010; Mai et al., 2018; Shu et al., 2013; Shu et al., 2015). So far, we and other laboratories developed several non-Yamanaka factors derived reprogramming system with varied efficiency (Buganim et al., 2014; Liu et al., 2015; Wang et al., 2019), suggesting that novel molecular function of transcription factors for cell fate control could be uncovered relied on reprogramming system.

Forkhead box (Fox) transcription factors are evolutionarily conserved from yeast to human and have great effects on various biological processes during development such as gastrulation and lineage commitment (Golson and Kaestner, 2016). Mutations in many Fox genes lead to embryonic or perinatal lethality or associated diseases (DeGraff et al., 2014; Kittappa et al., 2007; Zhu, 2016). All members of Fox proteins share conserved winged-helix DNA binding domains but possess different features and functions due to divergent binding partners and cofactors (Golson and Kaestner, 2016). For example, FoxA factors act as pioneer factors to remove histone and open chromatin to control cell identity (Li et al., 2012; Yang et al., 2016; Zaret et al., 2016). FoxO factors were shown to mediate cell cycle arrest and glucose metabolism (Haeusler et al., 2010; Kim et al., 2013). In addition, Fox transcription factors were chosen individually or together with other factors to driven reprogramming or transdifferentiation of fibroblasts into different cell types such as neural precursor cells, hepatocytes and muscle cells (Garcia-Prat et al., 2020; Huang et al., 2014; Sanchez et al., 2014; Xu et al., 2015). For instance, several Fox transcription factors including FOXH1, FOXF1, FOXG1, FOXB1 and FOXA2 were reported to enhance human iPSCs generation (Takahashi et al., 2014). FoxP1 regulates pluripotency induction and maintenance through alternative splicing switch (Gabut et al., 2011). We previously reported chromatin accessibility dynamics and found Fox relevant motif enriched significantly during mouse iPSCs induction (Cao et al., 2018; Guo et al., 2019; Li et al., 2017; Wang et al., 2019). However, their functions in mouse iPSCs generation remain unclear. To address this and find novel pluripotency inducors and regulators, we here systematically studied roles of all memebrs of Fox family transcription factors in mouse pluripotency induction and found that all FoxD factors and FoxG1 accelerate iPSCs induction process from mouse fibroblasts by OSKM while FoxA and FoxO factors impede this process obviously. Moreover, FoxD3, FoxD4 and FoxG1 were able to replace Oct4 respectively and generate iPSCs with germline transmission together with Sox2 and Klf4. Together, this study indicates the importance of Fox family transcription factors in somatic cell reprogramming and increases our knowledge of the interaction of lineage specifiers with pluripotency-associated factors.

## Results

### FoxD3, FoxD4 and FoxG1 replace Oct4 and enhance iPSCs generation from mouse fibroblasts with Sox2 and Klf4

In mouse, there are 44 members of Fox transcription factor family: FoxA1, FoxA2, FoxA3, FoxB1, FoxB2, FoxC1, FoxC2, FoxD1, FoxD2, FoxD3, FoxD4, FoxE1, FoxE3, FoxF1, FoxF2, FoxG1, FoxH1, FoxI1, FoxI2, FoxI3, FoxJ1, FoxJ2, FoxJ3, FoxK1, FoxK2, FoxL1, FoxL2, FoxM1, FoxN1, FoxN2, FoxN3, FoxN4, FoxO1, FoxO3, FoxO4, FoxO6, FoxP1, FoxP2, FoxP3, FoxP4, FoxQ1, FoxR1, FoxR2 and FoxS1. To gain insight of any role Fox genes may play in pluripotency, we analyzed the expression of members of Fox transcription factor family in mouse embryonic fibroblast (MEF),mouse embryonic stem cells (mESCs) and during somatic cell reprogramming and mouse early embryo development from E3.5 to 7.5. the results revealed that they varied broadly, indicating these genes might play different roles in pluripotency induction (Supplementary Figure 1A-B). To test this hypothesis, we clone all members of Fox transcription factor family and individually transduced them into OG2-MEFs carrying an Oct4-GFP reporter together with Yamanaka factors Oct4, Klf4 and Sox2 reprogrammed in iCD1 medium (Fig. 1a). After 7 days, we calculated number of Oct4-GFP positive colonies and collected samples for flow cytometer analysis (Fig. 1b and Supplementary Figure 2). The results showed that FoxB subgroups, FoxD subgroups and FoxG1 could facilitate reprogramming while FoxA subgroups, FoxC2, FoxF1, FoxK1 and FoxO6 significantly inhibit somatic cell reprogramming. In addition, we observed cell morphological changes during reprogramming and found that FoxG1 and FoxD subgroup could obviously increase numbers of Oct4-GFP positive colonies at day 4, which was further confirmed by flow cytometer analysis results (Fig. 1c-d). We found that FoxD3/ FoxD4/ FoxG1 promoted cellular proliferation and endo-Oct4 expression obviously at early repgrogramming stage, indicating that they might positively regulate pluripotency (Supplementary Figure 1C, D, E). So, given obvious effect of FoxG1 and FoxD subgroup on reprogramming, we wondered whether FoxG1 and FoxD subgroup could substitude any Yamanaka factor especially for Oct4 which was demonstrated to be most important for iPSCs generation. To test this, we transduced FoxG1 and FoxD subgroup into MEFs with Klf4 and Sox2 in the absence of Oct4. Eventually, several compact and domed Oct4-GFP positive colonies appear at day8 for KS FoxG1, KS FoxD3 and KS FoxD4 but not for KS FoxD1 and KS FoxD2, suggesting four members of FoxD subgroup might have distinct function for pluripotency (Fig. 1e). Taken together, we demonstrated that members of Fox transcription factor family play different roles in mouse somatic cell reprogramming and among which FoxD3, FoxD4 and FoxG1 replace Oct4 and enhance iPSCs generation.

**Fig. 1:**
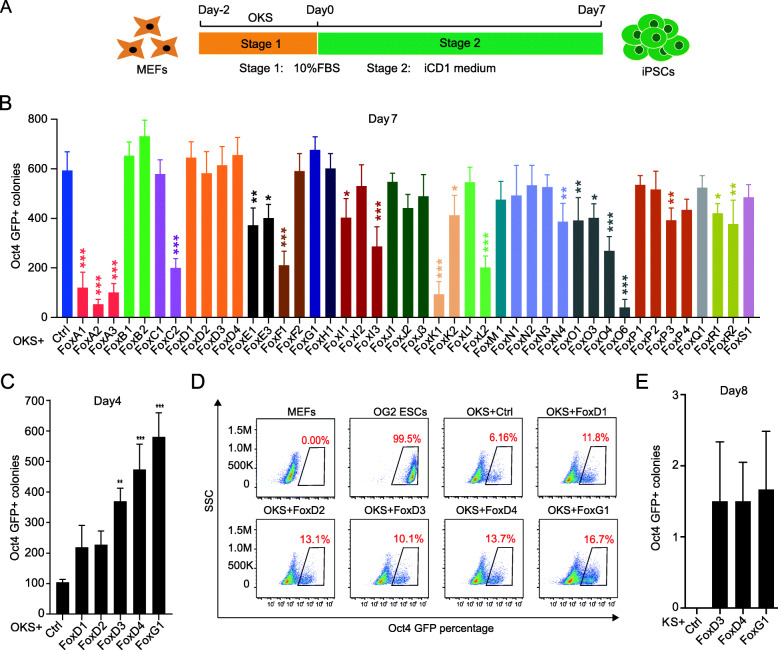
FoxD3, FoxD4 and FoxG1 replace Oct4 respectively and induce miPSCs with KS. **a** Schematics for the process of reprogramming. MEFs were infected with OKS, and then cultured in iCD1 medium. **b** The effects of Fox transcription factors in OKS mediated reprogramming system. The number of GFP positive iPSC colonies was counted at day 7 after induction from three independent biological assays. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001. **c** Oct4-GFP positive colonies were scored at day 4 post infection; OG-MEFs were transduced with OKS and Fox genes; *n* = 3. **, *p* < 0.01; ***, *p* < 0.001. **d** The proportions of Oct4-GFP positive colonies reflected reprogramming efficiency at day 4 after induction according to flow cytometry analysis. **e** The number of GFP positive iPSC colonies was counted at day 8 after infection with KS and Fox genes; n = 3

### KS FoxD3/FoxD4/FoxG1 reprogrammed iPSCs are fully pluripotent

To test whether KS FoxD3/FoxD4/FoxG1 reprogrammed iPSCs are fully pluripotent, we performed in vitro and vivo experiments to validate it. We picked Oct4-GFP positive colonies and cultured them in mESC medium supplemented with GSK-3β inhibitor CHIR99021 and ERK inhibitor PD0325901. KS FoxD3/FoxD4/FoxG1 reprogrammed iPSCs could be passaged stably and maintained strong Oct4-GFP expression (Fig. 2a). In addition, genome PCR insertion assay revealed that KSFoxD3, KSFoxD4 and KSFoxG1 iPSCs were free of Oct4 transgene integration (Fig. 2b). These iPSCs colonies also express pluripotent markers like Oct4, Nanog, Sox2, Dappa5a, Sall4 and Rex1 detected by realtime-qPCR (Fig. 2c). Then, we chose KSFoxD3 iPSCs as representative for further detailed characterization. Consistently, KSFoxD3 iPSCs colonies were stained positive for OCT4, SSEA1 and NANOG (Fig. 2d). The KSFoxD3 iPSCs possessed normal karyotype during passages and developed into teratoma with three germ layer tissues when subcutaneously transplanted into NOD SCID mice for 1 month (Fig. 2e-f). We also injected KSFoxD3 iPSCs into blastocysts from ICR mice and obtained chimeric mice with germline transmission (Fig. 2g). Together, our results demonstrated that KSFoxD3, KSFoxD4 and KSFoxG1 iPSCs colonies resemble mouse ESCs and are fully pluripotent.

**Fig. 2:**
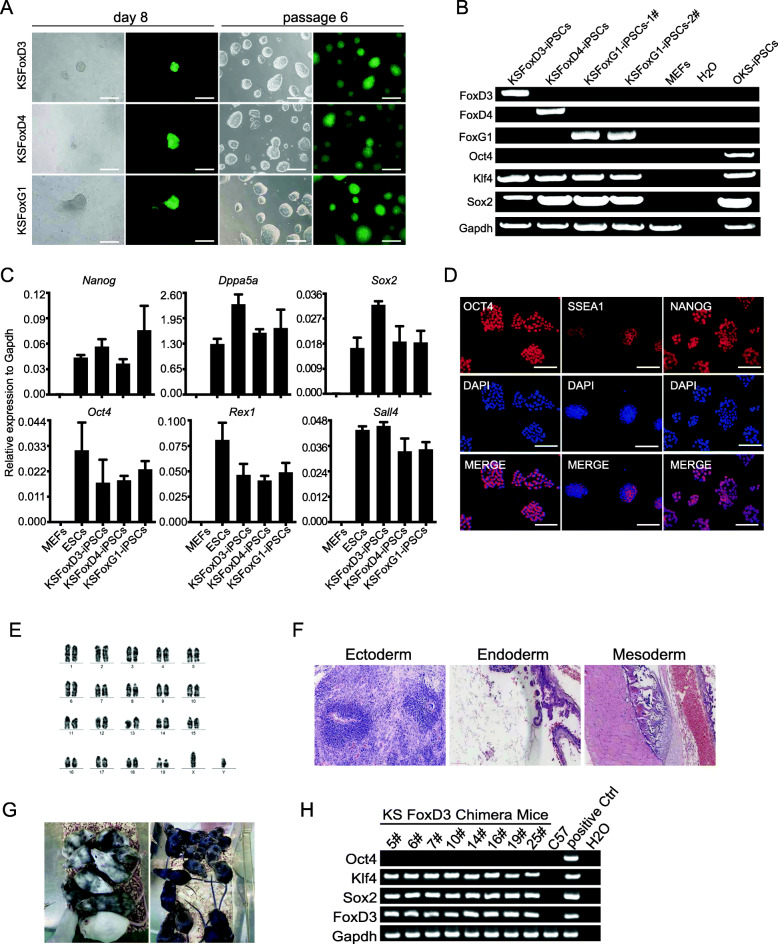
KS FoxD3/ FoxD4/ FoxG1 derived iPSCs resemble mouse ESCs. **a** Representative images of KSFoxs-iPSCs at day 8 after induction. These iPSCs could be passed normally. Scale bar, 250 μm. **b** Genome PCR showed that these KSFox-iPSCs were free of Oct4 transgene contamination. **c** RT-PCR analysis of the expression levels of pluripotent marker genes in KSFoxD3/ FoxD4/ FoxG1 derived iPSCs; n = 3. **d** KSFoxD3 iPSCs colonies expressed pluripotency markers Oct4, Nanog and SSEA-1. DAPI stating was used as control. Scale bar, 100 μm. **e** The KSFoxD3-iPSCs colonies had normal karyotype. **f** Three germ layer reprentative tissues presented in teratomas derived from KSFoxD3-iPSCs. **g** Chimeric mice and germline transmission generated from KSFoxD3-iPSCs. **h** Retroviral integrations of KSFoxD3-iPSCs analyzed by PCR with genomic DNA

### FoxO6 inhibits somatic cell reprogramming

Among Fox transcription factors, FoxO6 hindered reprogramming most significantly. We are curious about how FoxO6 inhibits pluripotency induction. Based on cellular morphological changes daily observation during reprogramming, we hypothesized that FoxO6 might repress cell proliferation and mesenchymal to epithelial transition (MET) which is an essential process in early stage of somatic cell reprogramming. We collected cellular samples at day1/3/5/7 and calculated cell number which show that FoxO6 inhibited cell proliferation during OKS-mediated reprogramming compared with control group (Fig. 3a-d). Meanwhile, we performed realtime-qPCR for timecourse cellular samples and showed that FoxO6 suppressed upregulation of epithelial genes such as Cdh1, and Epcam and activation of pluripotent genes like Oct4, Nanog, Esrrb and Dppa5a, in accordance with cellular observation (Fig. 3e). As FoxO6 regulates gene expression through Forkhead DNA binding domain, KIX domain and transactivation domain, we wonder which domain plays crucial roles in reprogramming (Fig. 3f). To test this, we constructed a series of truncations of FoxO6 and examined them in reprogramming. The result revealed that each domain of FoxO6 could inhibit reprogramming variably and full length of FoxO6 suppress most obviously, suggesting that inhibitory effect of FoxO6 on reprogramming is dependent on all of three functional domains (Fig. 3g). To further investigate mechanisms of FoxO6 inhibiting somatic cell reprogramming, we firstly collected cell samples at day0/1/3/5/7 during reprogramming for RNA sequencing (RNA-seq) (Fig. 4a). 

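For the RNA-seq time course, mouse embryonic fibroblasts (MEFs) were infected with retroviruses for Oct4, Klf4 and Sox2 (OKS) together with FoxO6 or with the red fluorescent protein DsRed, the control that Fig. 4B calls DR, and were cultured in iCD1 medium. Each of the 2 arms gave 1 library at each of days 0, 1, 3, 5 and 7, so there were 10 libraries in all and the differences between the arms on a single day have no replicate check. The methods name the TruSeq RNA Sample Prep Kit for the libraries, while the sample labels name a VAHTS mRNA-seq kit from Vazyme. The authors aligned the reads with RSEM and bowtie2 to the mouse GENCODE M13 transcriptome (GRCm38) and deposited expected counts, without normalization, and TPM for 50600 genes per library. The expected counts summed to 1208379 at day 0, 1517045 at day 1, 1464719 at day 3, 1357802 at day 5 and 1868566 at day 7 in OKS + DsRed, and to 2225750, 1641448, 1984854, 2059623 and 1560854 on the same days in OKS + FoxO6. At this depth a transcript of 2000 nucleotides with a TPM of 1 has 1.72 reads in the median library, so low genes are measured from very few reads. Values per day were compared as differences in log2(TPM + 1), a scale that understates the change of genes with a low TPM. A gene with at most 3 reads in 1 library was given a lower bound of its fold against 3 reads. The bound used counts divided by the library total, without TMM normalization. As an alternative to TPM, counts were scaled to library size with TMM normalization (CPM). A shift shared by the 5 days was tested on the rounded expected counts with edgeR's quasi-likelihood test, with day as a factor and Benjamini-Hochberg adjustment. Standard errors of this shift were derived as the absolute log2 fold change divided by the square root of the test's F statistic. The 5 days of an arm may come from one infected culture, and that test describes these 2 time courses rather than independent infections. Foxo6 (ENSMUSG00000052135), on chromosome 4 of GRCm38 from 120267079 to 120287349 on the minus strand, checks the labels of the arms. Its TPM was 0.61, 1.55, 1.61, 2.29 and 0.81 at days 0, 1, 3, 5 and 7 in OKS + DsRed, from at most 4 reads, and 1017, 1325, 1356, 1267 and 762.11 in OKS + FoxO6. It was at least 518-fold higher at day 0 and at least 696-fold higher at day 7.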

Next, we compared the transcriptomes between OKS and OKS + FoxO6 mediated reprogramming systems by PCA analysis and found that the transcriptome of OKS + FoxO6 at day7 is close to that of OKS at day3, indicating that Foxo6 might delay reprogramming process (Fig. 4b). However, we extended OKS + FoxO6 reprogramming time but Oct4-GFP positive colonies didn’t increase (data not showed) which suggested FoxO6 didn’t delay but inhibit reprogramming through other mechanisms. 

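The libraries were placed by the 5000 genes with the largest variance of log2(TPM + 1) over the time course, centred and not scaled. The MEF and mESC libraries of Fig. 4B were not analysed here. Principal component 1 held 38.9% of the variance and principal component 2 held 15.1%. On these components, OKS + FoxO6 at day 7 lay at 42.5 and -27.6 and OKS + DsRed at day 3 lay at 25.9 and 6.44. The distance between these points was 37.9, against 63.4 from OKS + FoxO6 at day 7 to OKS + DsRed at day 5, 74.1 to day 7, 85.5 to day 1 and 137 to day 0. OKS + DsRed at day 3 stayed the nearest control library on the 2 components under every alternative that was tried. Over all 5000 genes the distances were closer to each other, with 110.0 to OKS + DsRed at day 3, 110.4 to day 5, 111 to day 7, 130.4 to day 1 and 151 to day 0. Read sampling alone gives a distance of 61.5 ± 0.74 (SD, 20 simulated pairs) between the libraries of OKS + FoxO6 day 7 and OKS + DsRed day 3. For OKS + DsRed day 5 it gives 62.7 ± 0.66 and for day 7 58.6 ± 0.67. The gap between days 3 and 5 was smaller than these SDs. With the sampling part taken out, the distances were 91.2 to day 3, 90.9 to day 5 and 94.2 to day 7. With CPM in place of TPM the nearest control library over the genes was day 5, at 89.8 against 91.4 for day 3. The library nearest to OKS + FoxO6 day 7 among all others was OKS + FoxO6 day 5.

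**Figure D1:**
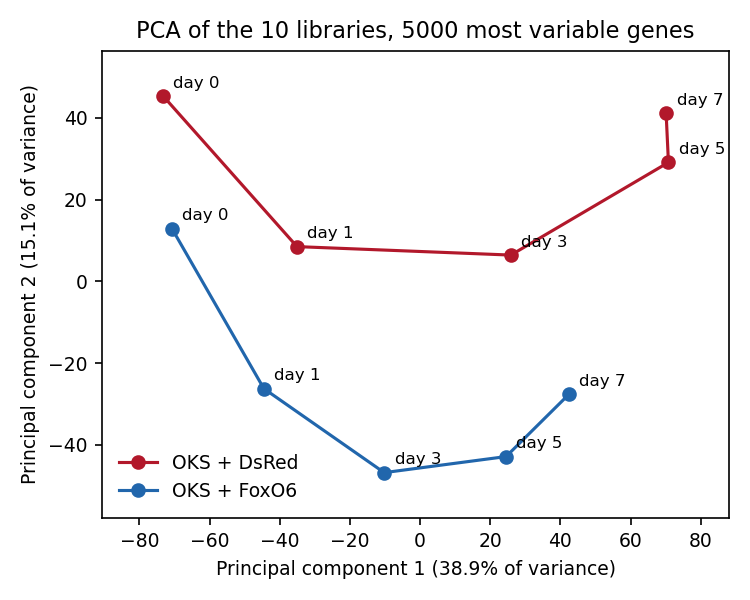
Principal component 1 (horizontal) and principal component 2 (vertical) of the 10 libraries over the 5000 most variable genes, in units of log2(TPM + 1). Each point is 1 library, lines join the days of an arm, and OKS + FoxO6 at day 7 lies 37.9 from OKS + DsRed at day 3.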

Previous studies on cancer or other disease model demonstrated that FoxO6 affects cell fate transition through regulation of glucose metabolism, autophagy and cell cycle and is associated with muscle differentiation (Kim et al., 2013; van der Heide et al., 2005; van der Heide and Smidt, 2005). We made detailed analysis of timecourse RNA-seq data to get potential mechanisms of FoxO6 in reprogramming and novel function of FoxO6 in cell fate transition. Consistent with previous studies, FoxO6 promotes autophagy process and represses cell cycle gene expression (Supplementary Figure 3A-C). However, the whole reprogramming for OKS + FoxO6 is not associated with muscle differentiation or other germ layer fate commitment (Supplementary Figure 3D). Instead, FoxO6 tend to activate some epigenetic repressor for reprogramming like HDAC9, small GTPase mediated signal transduction and ERK pathway but suppress stem cell population maintenance, interferon-beta and Wnt pathway based on Gene ontology (GO) analysis (Fig. 4c). In addition, we analyzed specific genes of up-regulation or down-regulation for OKS and OKS + FoxO6 respectively and showed that OKS + FoxO6 shared little genes specific for OKS (Supplementary Figure 4A-B). 

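Autophagy was measured with a list of 43 core autophagy genes, which leaves out the genes labelled in Fig. 4C. The median difference of the list, OKS + FoxO6 minus OKS + DsRed in log2(TPM + 1), was 0.40 at day 0, 0.36 at day 1, 0.13 at day 3, 0.39 at day 5 and 0.05 at day 7. Each median was placed among 10000 random lists of the same size matched on mean expression, as a description of these libraries. The list stood at percentile 99.8 at day 0, percentile 99.99 at day 1 and percentile 99.9 at day 5, and inside the central 95% of the random lists, called the range from here on, at day 3 (89.1) and day 7 (91.6). On CPM the day 3 value rose to percentile 99.7, the only call of this list that an alternative changed. At day 0, 38 of the 43 genes were higher in OKS + FoxO6, and few passed 2-fold (3 genes). Sqstm1, on chromosome 11 from 50199366 to 50210827, had a log2 fold change of 0.76 over the 5 days (standard error 0.15, adjusted p = 0.00673 from edgeR's quasi-likelihood test), higher on all 5 days. Among the autophagy genes labelled at day 5 in Fig. 4C, Becn1 had a TPM of 124 in OKS + DsRed and 328 in OKS + FoxO6, Vmp1 had 100.73 and 231, and Wipi1 had 3.05 and 17.9. On counts divided by the library total, without TMM normalization, the fold was 1.76 for Becn1, under 2-fold, 2.25 for Vmp1 and 4.4 for Wipi1.
The cell cycle was measured with the S phase list (43 genes) and the G2/M phase list (52 genes) of Seurat. The S phase median was -0.29 at day 0, 0.01 at day 1, -0.45 at day 3, -0.56 at day 5 and -0.72 at day 7, below all random lists on every day but day 1, where it stood at percentile 49.6. The G2/M phase median was -0.52, -0.18, -0.31, -0.69 and -0.51 on the same days, at percentile 0.24 at day 1 and below all random lists on the others. At day 7, 39 S phase genes and 49 G2/M phase genes were lower in OKS + FoxO6. In the Reactome set of the mitotic cell cycle (393 genes) the medians were smaller, from -0.04 at day 1 (percentile 2.82) to -0.24 at day 7. Ccnd1 lies on chromosome 7 from 144929931 to 144939925. Over the 5 days Ccnd1 was lower in OKS + FoxO6 by 0.91 (log2, standard error 0.11, adjusted p = 0.000401, the same test). Of the cell cycle genes labelled at day 0 in Fig. 4C, Cdc25b had a TPM of 64.1 in OKS + DsRed and 26.3 in OKS + FoxO6, Cdc45 had 38.3 and 17.9, and Orc1 had 13.1 and 5.84. At day 3 the TPM of Orc1 was 5.1 and 15.04, the opposite order, from 11 and 27 reads.

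**Figure D2:**
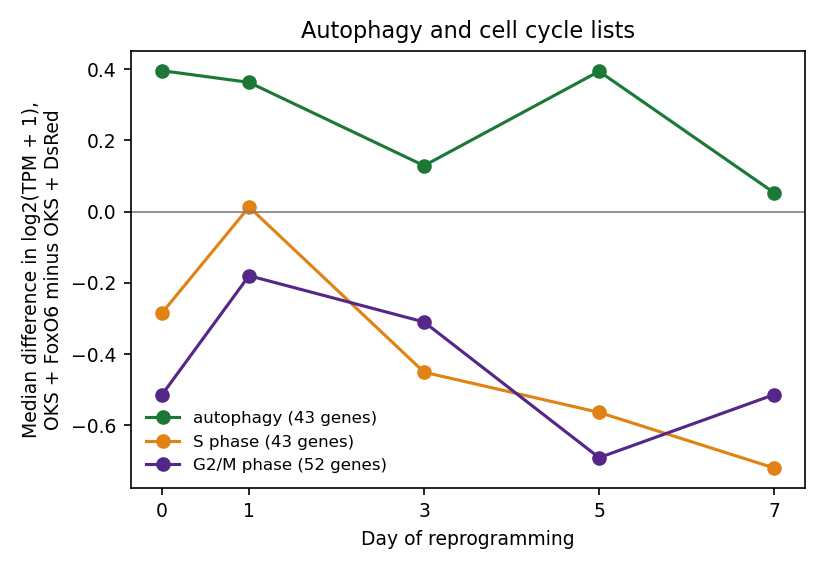
Median difference in log2(TPM + 1) between the arms (vertical) against the day (horizontal) for the autophagy, S phase and G2/M phase lists. Points above 0 are higher in OKS + FoxO6, and the lowest point is -0.72 for the S phase list at day 7.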

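Markers of muscle and of the germ layers were taken from lists written beforehand, and few of their genes were expressed. Of 21 muscle genes, 8 had a mean TPM of at least 1, as had 10 of 18 ectoderm genes, 6 of 18 mesoderm genes and 5 of 18 endoderm genes. The muscle median was -0.04, 0.20, -0.27, 0.28 and -0.35 at days 0, 1, 3, 5 and 7, on no day outside the range of the random lists. Day 1 came outside with the genes under a mean TPM of 1 included (percentile 97.8). Day 5 did so with only genes of a mean TPM of at least 5 (97.7). The muscle median over the 5-day means of the genes was 0.54, at percentile 99.7, and at percentile 79.1 with the genes under a mean TPM of 1 included. Myod1 (chromosome 7, 46376474 to 46379099) had at most 1 read in every library. Acta1 (chromosome 8, 123891769 to 123894751) had a TPM of 3.81 in OKS + DsRed and 236 in OKS + FoxO6 at day 7, the former from 3 reads, and Myh8 (chromosome 11, 67277124 to 67308634) was at least 9.91-fold higher at that day. The ectoderm median was -0.73 at day 1 and -0.71 at day 3, at percentiles 0.32 and 1.19. With the genes under a mean TPM of 1 included, day 1 came to percentile 50.65 and day 3 to 3.25. In the main analysis the ectoderm list lay inside the range at day 0 (-0.20), day 5 (0.05) and day 7 (-0.24). With only the 5 genes of a mean TPM of at least 5, days 5 and 7 lay outside it on opposite sides. The medians were then 0.815 at day 5 (percentile 99.1) and -2.03 at day 7 (percentile 0.02). Tubb3 (chromosome 8, 123411424 to 123422015) had a TPM of 143 in OKS + DsRed and 42.2 in OKS + FoxO6 at day 0, and of 50.65 and 1.85 at day 7, the latter from 3 reads. The mesoderm median was -0.12, -0.13, 0.06, 1.51 and 0.14 over the days, and only day 5 (percentile 99.8) lay outside the range. Kdr (chromosome 5, 75932827 to 75978458), a mesoderm gene that is also an endothelial marker and is labelled in Fig. 4C, had a TPM of 1.74 in OKS + DsRed and 38.4 in OKS + FoxO6 at day 5. Without the genes labelled in Fig. 4C the mesoderm list came to percentile 96.6 at day 5. The endoderm median was 0.66, 0.58, 0.09, 0.43 and 0.80, outside the range at day 7 (percentile 98.4), and rests on 5 genes. Day 7 came inside on CPM (92.7) and with only genes of a mean TPM of at least 5 (96.1). It also did so with the genes under a mean TPM of 1 included (65.0). The Reactome set of myogenesis (17 genes) lay between -0.16 and 0.29 and inside the range on all days.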

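Hdac9 (ENSMUSG00000004698), on chromosome 12 from 34047580 to 34917095 on the minus strand, had a TPM of 0.59, 8.65, 21.3, 32.4 and 10.3 at days 0, 1, 3, 5 and 7 in OKS + DsRed and of 3.34, 32.4, 92.8, 98.2 and 35.8 in OKS + FoxO6. The value of OKS + DsRed at day 0 rests on 3 reads. Over the 5 days the log2 fold change of Hdac9 was 1.82 (standard error 0.18, adjusted p = 0.000155 from edgeR's quasi-likelihood test). Of the 11 histone deacetylase genes, Hdac9 alone passed 2-fold on all 5 days. Hdac1 had a TPM of 192 in OKS + DsRed and 137 in OKS + FoxO6 at day 7. The Reactome set of histone deacetylation (40 genes) had medians between -0.08 and -0.01 and was inside the range of the random lists on every day.
For the ERK pathway, a list of 17 ERK target genes had medians of 0.54, 0.07, 0.05, 0.21 and -0.65 at days 0, 1, 3, 5 and 7. The list stood at percentile 99.7 at day 0 and percentile 0.12 at day 7, and inside the range on the days between. Dusp6 (chromosome 10, 99263231 to 99267489) had a TPM of 37.7 in OKS + DsRed and 58.1 in OKS + FoxO6 at day 0, and of 97.2 and 44.4 at day 7. The Reactome RAF and MAP kinase cascade (10 genes) had medians from -0.12 to 0.17, inside the range. The insulin receptor cascade, whose GO terms Fig. 4C gives at day 0, had a median of 0.24 there (percentile 98.2, 71 genes), and 90.7 among lists matched also on length. At day 1 it stood at percentile 97.8, and at 90.1 on CPM. Igf1r (chromosome 7, 67952827 to 68233668) was higher on all 5 days, with a log2 fold change of 1.14 (standard error 0.12, adjusted p = 0.000222, the same test).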

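Interferon responses were followed with a type I interferon list (26 genes) and a list of interferon gamma and antigen presentation genes (29 genes). The type I median was 0.08, -0.61, -1.70, -0.77 and -0.09 at days 0, 1, 3, 5 and 7, at percentile 0.01 at day 1 and below all random lists at days 3 and 5. All 26 genes were lower in OKS + FoxO6 at day 3. The interferon gamma median was 0.19, 0, -2.80, -2.66 and -1.73, below all random lists from day 3 on, with 29 of 29 genes lower at days 5 and 7. In OKS + DsRed the interferon gamma list rose by 3.86 from day 0 to day 3 and by 5.02 to day 5, against 0.72 and 2.29 in OKS + FoxO6. Psmb8 (chromosome 17, 34197721 to 34201454) had a TPM of 318 in OKS + DsRed and 31.97 in OKS + FoxO6 at day 5. The Reactome set of interferon gamma signaling (70 genes) had medians of -0.82, -0.61 and -0.53 at days 3, 5 and 7. The Reactome set of interferon alpha and beta signaling, with 12 expressed genes, stood at percentile 2.05 at day 3 and at percentile 72.0 without the genes labelled in Fig. 4C. The Reactome set of class I antigen processing (95 genes) had a median of -0.12 at day 5 (percentile 0.74). It was inside the range on the other days, at percentile 21.7 at day 3 and 19.1 at day 7.
A list of 12 Wnt target genes had medians of 0.44, -0.22, -0.60, -0.69 and -0.66, outside the range at day 3 (percentile 0.74) and day 5 (percentile 0.43) and inside it at day 7 (percentile 3.90). Nkd1 (chromosome 8, 88521354 to 88594884) had a TPM of 153 in OKS + DsRed and 27.6 in OKS + FoxO6 at day 5. Over the 5 days Nkd1 was lower in OKS + FoxO6 by 1.68 (log2, standard error 0.25, adjusted p = 0.00160, edgeR's quasi-likelihood test). The Reactome set of Wnt signaling (197 genes) was inside the range on all days, with medians from -0.06 to 0.13. Of the genes labelled in blue at day 7 in Fig. 4C, Ror2 had a TPM of 32.02 in OKS + DsRed and 12.4 in OKS + FoxO6, Sfrp2 had 22.5 and 10.3, Fzd7 had 10.8 and 4.25, and Sall1 had 33.6 and 7.30. Before day 5 Sfrp2 was higher in OKS + FoxO6, with a TPM of 24.7 and 54.5 at day 0.

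**Figure D3:**
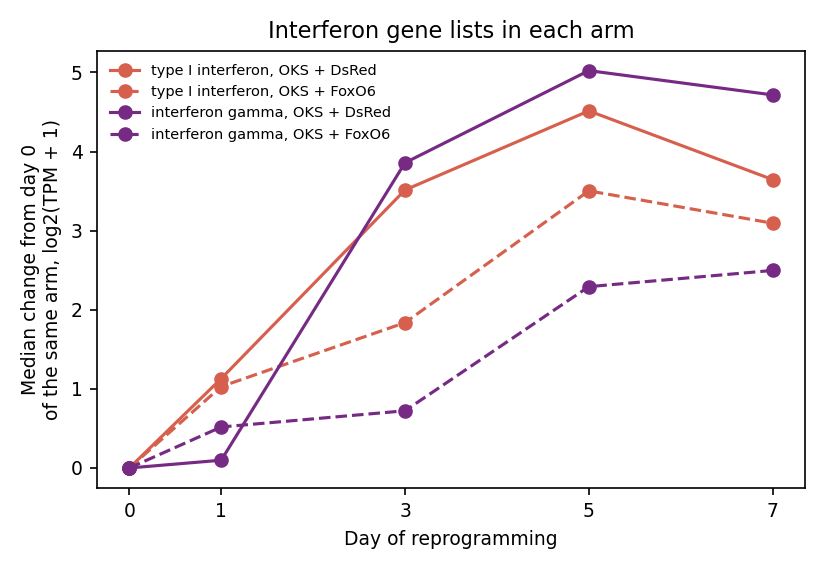
Median change from day 0 of the same arm in log2(TPM + 1) (vertical) against the day (horizontal) for the type I interferon list and the interferon gamma list, with OKS + DsRed in solid and OKS + FoxO6 in dashed lines. At day 5 the interferon gamma list stood 5.02 above day 0 in OKS + DsRed and 2.29 in OKS + FoxO6.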

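A gene was called specifically up at a day when its log2(TPM + 1) was above that of each other day of the same arm by more than 1, and specifically down when it was below each by more than 1. Among 20448 genes with a TPM of at least 1 in any library, this gave 3394 specifically up genes in OKS + DsRed and 2876 in OKS + FoxO6, summed over the days. Of these, 373 were up at the same day in both arms, which is 10.99% of the OKS + DsRed genes, where independent lists would share 98.0. Specifically down were 1672 genes in OKS + DsRed and 1446 in OKS + FoxO6, with 252 shared (15.1%, against 32.3 for independent lists). Read sampling limits how many can be shared. When the OKS + DsRed course was redrawn at the depths of the OKS + FoxO6 libraries, 71.2% ± 0.54 (SD, 20 draws) of its up genes and 69.1% ± 0.72 of its down genes were found again. The redraw takes the observed course as the true one and so keeps its read noise. These shares may therefore be too high, and the part of the unshared genes due to read sampling stays open. The shared part of the up genes was 27.5% at day 0 (192 genes) and 10.7% at day 7 (96 genes), and lower between them with 5.12% at day 1, 4.70% at day 3 and 4.42% at day 5. Of the down genes, 20.9% were shared at day 0 and 12.7% at day 7. Counting instead the genes that moved more than 2-fold from day 0 of the arm, 31.03% of the OKS + DsRed up genes and 36.2% of the down genes were shared, the largest change among the alternatives. Summed over the days, these were 4865 of 15679 up genes and 2996 of 8277 down genes. Independent lists would share 2035.9 and 959.8. This count sets every later day against the same day 0 library of its arm.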

Taken together, the results suggested that FoxO6 inhibit but not delay reprogramming mainly through repression of MET process, pluripotent genes activation and cell proliferation. 

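The median of the epithelial genes and that of the pluripotency genes rose from day 0 to day 7 in both arms. Of 25 epithelial genes, 20 were expressed, and their median rose by 3.803 in OKS + DsRed and by 3.07 in OKS + FoxO6. The median difference between the arms was -0.15 at day 0, 0 at day 1, -1.16 at day 3, -1.56 at day 5 and -1.64 at day 7, below all random lists from day 3 on. When only the 13 genes with a mean TPM of at least 5 were used, days 0 (-0.89) and 1 (-1.03) were also below all random lists. Day 0 stood at percentile 0.93 with a pseudocount of 0.1 and at 18.5, inside the range, on CPM. At day 7, 19 of the 20 genes were lower in OKS + FoxO6 and 15 passed 2-fold. Cdh1 (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246, plus strand) had a TPM of 3.90, 12.2, 36.7, 106 and 201 at days 0, 1, 3, 5 and 7 in OKS + DsRed and of 0.58, 3.35, 2.55, 14.01 and 28.9 in OKS + FoxO6, where days 0 and 1 rest on 2 reads each. Its log2 fold change over the 5 days was -3.12 (standard error 0.22, adjusted p = 3.72e-05 from edgeR's quasi-likelihood test). Epcam (ENSMUSG00000045394, chromosome 17, 87635979 to 87651129, plus strand) had a TPM of 227 in OKS + DsRed and 59.3 in OKS + FoxO6 at day 7. Krt8 (chromosome 15, 101996698 to 102004482) had 150 and 37.1. The mesenchymal list (28 genes) fell in both arms, by 1.77 in OKS + DsRed and by 2.26 in OKS + FoxO6 from day 0 to day 7. Its difference between the arms was 0.32 at day 0 (percentile 99.01, and 90.8 among lists matched also on length), -0.19 at day 1 (percentile 2.23), 0.14 at day 3, 0.23 at day 5 and 0.06 at day 7. Over the means of the 5 days it was 0.22, at percentile 99.6. On CPM, days 3 and 5 stood at percentiles 98.1 and 99.95, and with the length trend removed day 7 was 0.41, at percentile 99.7.
Of 24 pluripotency genes, without the transduced factors, 17 were expressed. Their median difference was 0 at days 0 and 1, -0.28 at day 3, -0.37 at day 5 and -1.30 at day 7, and only day 7 (percentile 0.01) lay outside the range. On CPM, day 3 did too, at percentile 0.65. At day 7, 15 of the 17 genes were lower in OKS + FoxO6. Nanog (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633, plus strand) had a TPM of 14.9 in OKS + DsRed and 1.02 in OKS + FoxO6 at day 5, from 22 and 2 reads (at least 11.1-fold lower), and of 58.4 and 8.31 at day 7, from 122 and 16 reads. Esrrb (ENSMUSG00000021255, chromosome 12, 86361117 to 86521628) had 22.6 and 2.16 at day 7. Dppa5a (ENSMUSG00000060461, chromosome 9, 78367052 to 78368177) had 125.5 and 10.0, from 68 and 5 reads. Zfp42 had 39.3 and 12.6, and Sall4 had 41.3 and 16.1. These last genes also rose in OKS + FoxO6 with time, and at day 5 Zfp42 already had 9.97 there.
From the Oct4-GFP colonies, which did not increase with a longer induction, the paper proposes that FoxO6 inhibits rather than delays reprogramming. The colony data of the longer induction are not shown there. The paper also proposes lower MET, pluripotent gene activation and proliferation as the main route. For that route it has growth curves and RT-qPCR besides the RNA-seq.

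**Figure D4:**
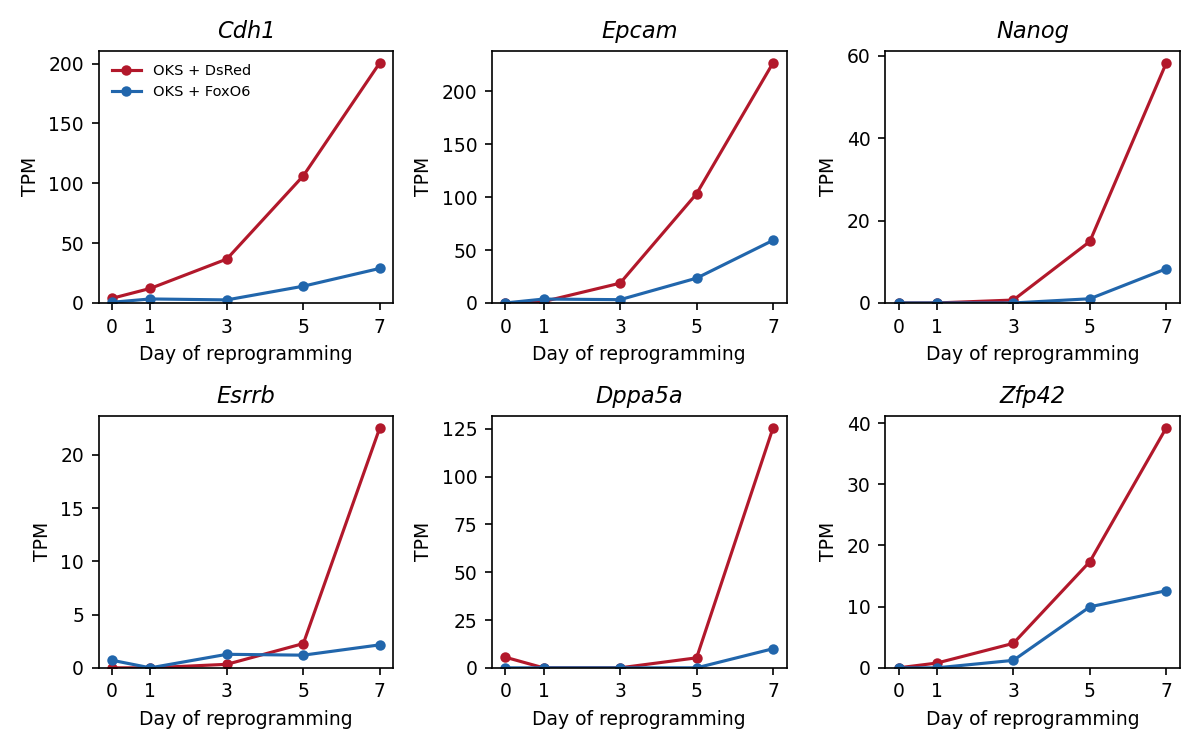
TPM (vertical) against the day (horizontal) of Cdh1, Epcam, Nanog, Esrrb, Dppa5a and Zfp42, with 1 library per point. All 6 genes end lower in OKS + FoxO6, with a TPM of 28.9 against 201 for Cdh1 at day 7.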

Besides, novel function of FoxO6 on cell fate decision might be involved with epigenetic regulation, signaling pathway like ERK, WNT and small GTPase which need to be further proved by additional evidence.

**Fig. 3:**
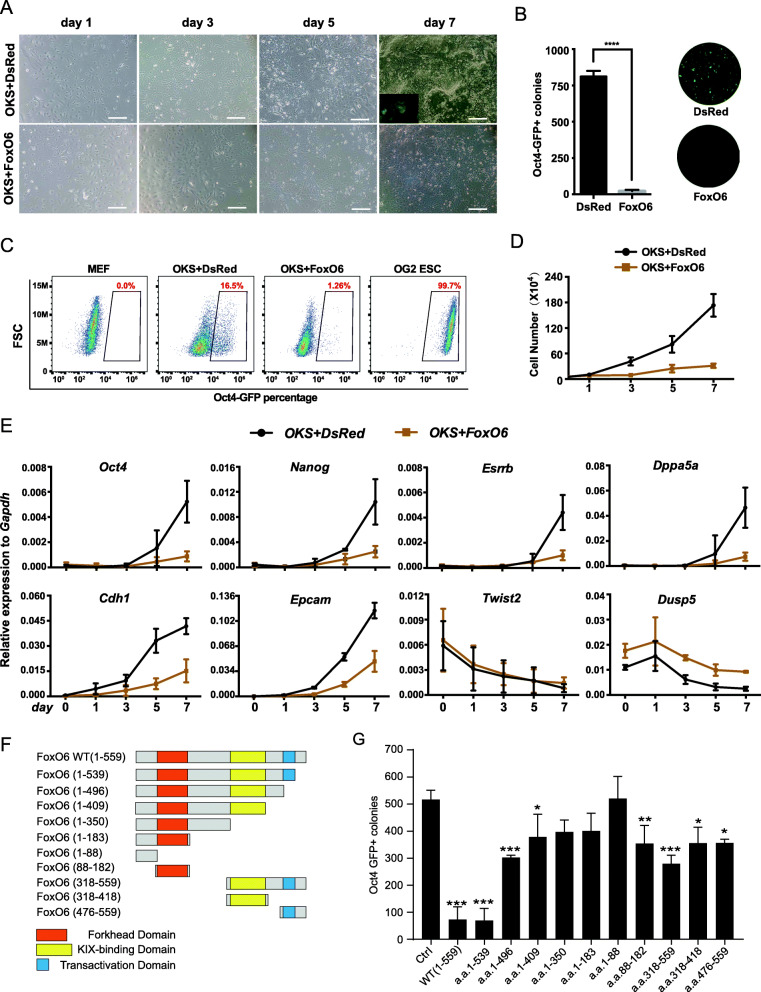
FoxO6 hinders somatic cell reprogramming. **a** Representative images showed the reprogramming process that MEFs were transduced with OKS + Ctrl and OKS + FoxO6. scale bars, 250 μm. **b** The number of Oct4-GFP colonies was counted at day 7 with or without FoxO6 in OKS mediated reprogramming system; n = 3. Representative fields of GFP+ colonies taken by fluorescence microscope in situ at day 7. Scale bar, 250 μm. **c** The proportions of Oct4-GFP positive colonies reflected reprogramming efficiency according to flow cytometry analysis. **d** Growth curves of OKS + Ctrl and OKS + FoxO6 induced conditions; n = 3. **e** RT-qPCR analysis showed the relative expression of representative genes related to pluripotency and MET process in reprogramming; n = 3. **f** Schematic diagrams illustrating the various truncated types of FoxO6. Forkhead domain, KIX-binding domain, and transactivation domain were shown as red rectangle, yellow rectangle and blue rectangle respectively. **g** Effects of the various truncated types of FoxO6 in OKS-mediated reprogramming; n = 3

**Fig. 4:**
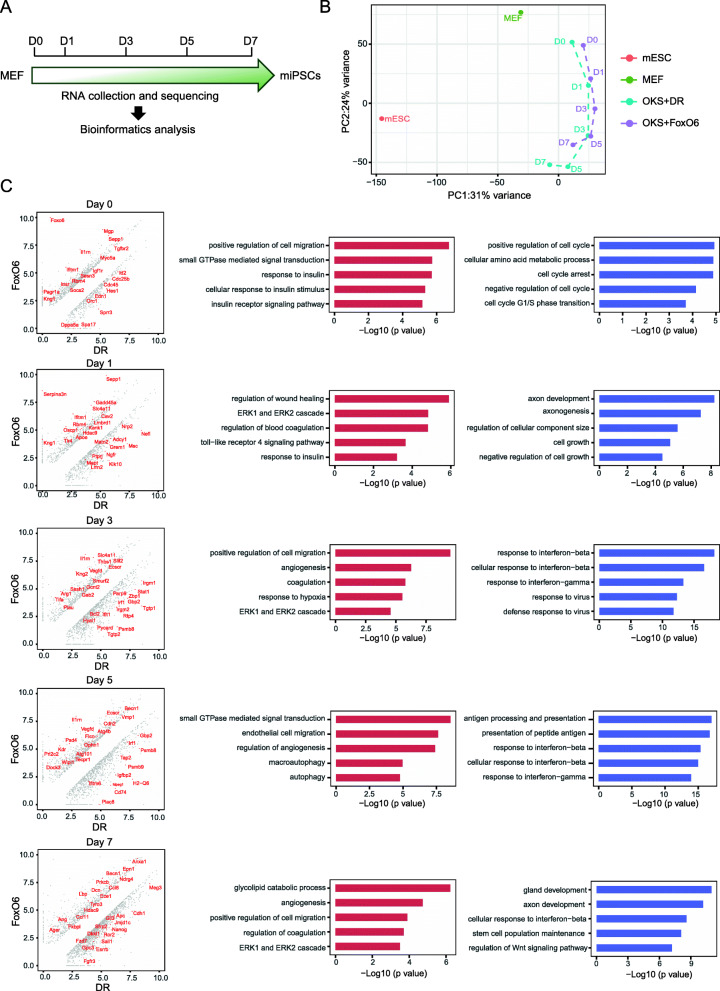
FoxO6 regulates mouse iPSCs induction. **a** Schematic of the bulk RNA-seq experimental design, we collected day 0/1/3/5/7 samples during the OKS + FoxO6 and OKS + DsRed reprogramming. **b** PCA analysis of the OKS + FoxO6 and OKS + DR mediated reprogramming, MEF and mESC. **c** Left: Scatter plot comparing the gene expression between he OKS + FoxO6 and OKS + DsRed populations at the day 0/1/3/5/7. The criteria for gene changes are FC > 2. Right: The -log10(*p* value) of the gene ontology (GO) term enriched in the left scatter plot. (Red is the genes highly expressed in OKS + FoxO6 than in OKS + DsRed, blue is opposite)

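With this criterion on log2(TPM + 1), 2248 genes were higher and 1443 lower in OKS + FoxO6 at day 0, 1767 and 2080 at day 1, 1832 and 2492 at day 3, 2258 and 2462 at day 5, and 1747 and 3465 at day 7. Part of these numbers comes from read sampling. Libraries simulated from one expression profile at the same depths gave 1921, 1945, 1925, 2047 and 1856 genes past 2-fold (means of 100 draws), where 3691, 3847, 4324, 4720 and 5212 were observed. Of the alternatives planned beforehand, requiring at least 10 reads in each library changed the numbers most and left 457 higher and 265 lower genes at day 0 and 501 and 1132 at day 7. An exact binomial test of the reads, which compares the 2 libraries of a day and not the conditions, was added to the fold criterion after the numbers were seen. It gave 457 higher and 233 lower genes at day 0 and 713 and 1320 at day 7 (two-sided, Benjamini-Hochberg adjustment). Within one arm, adjacent days differed by 3171 to 4809 genes past 2-fold. Of the gene labels of the scatter plots, 124 were read, and 122 of these genes lay on the labelled side and past 2-fold. The paper chose these labels from the same libraries, so this is no independent check of them. With the binomial p adjusted over the 124 labels alone, and not over all genes as above, 117 passed. Of the labels, 23 had at most 3 reads in 1 library, and 7 had fewer than 10 reads in both. Examples of the last are Pagr1a at day 0, with 0 and 3.67 reads, and Ifitm6 at day 5, with 6 and 2 reads.
Over the 5 days together, 761 genes were higher and 783 lower in OKS + FoxO6 among 10977 tested (edgeR's quasi-likelihood test, adjusted p under 0.05). Of these, 699 were higher and 614 lower on all 5 days. Among those past the threshold and on one side on all days, the largest increases were in Foxo6 (9.64), Serpina3n (5.72), Il1rn (4.72), Cacna1h (3.85) and Tnfrsf26, which had at most 3 reads in every OKS + DsRed library and was at least 8.56-fold higher. The largest decreases were in Gbp4 (-3.66), Slc16a3 (-3.23), Nwd1 (-3.16), Cdh1 and Gm4070 (-3.12), all as log2 fold changes. Slc16a3 was no longer past the threshold in the fit without day 3 or in the fit without day 5. Il1rn (ENSMUSG00000026981, chromosome 2, 24336853 to 24351494) had a standard error of 0.37 and an adjusted p of 5.94e-05 from that test.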

## Discussion

In the last decade, the iPSC technology has generated novel insight into roles of transcription factors in cell fate decision. One such insight is the discovery that many transcription factors were identified to reprogram somatic cells into the lineage specific fate or pluripotent state and related mechanisms. Although Fox transcription factors were characterized to lineage commitment, transdifferentiation and adult stem cell maintenance, their functions on pluripotency induction and regulation is unknown. In this report, we show that the Fox family of transcription factors had a previously uncovered role in the induction of pluripotency based on OKS mediated iPSC technology. FoxD3, FoxD4 and FoxG1 not only enhance induced iPSCs generation from mouse fibroblasts but also substituted for Oct4 respectively and generate iPSCs with germline transmission. These results suggest that FoxD3, FoxD4 and FoxG1 could act as pluripotent inducers to construct a novel alternative reprogramming system like non-Yamanaka factors mediated reprogramming system previously reported by us and other labs. However, FoxA and FoxO subfamily genes repress this process obviously. As representative, FoxO6 inhibits cell proliferation, suppresses pluripotent genes activation and hinders the MET initiation during reprogramming. Whether they work as pioneer factors to alter the landscape of chromatin accessibility or other epigenetic regulators to enhance or suppress reprogramming is still unknown. Therefore, similar to diverse functions during development, Fox family of transcription factors play multiple roles in pluripotency induction and further studies are needed to dissect mechanisms undoubtedly to offer new insights for cell fate transition.

## Methods

### Mice

Mouse embryonic fibroblasts (MEFs) carrying the Oct4-GFP reporter were isolated from E13.5 embryos. MEFs and Plate-E cells were cultured in DMEM (Hyclone, high glucose) supplement with 10% FBS (Natocor), GlutaMAX (Gibco), and non-essential amino acids (Gibco). Mouse iPSCs and ESCs were maintained in serum-containing FBS medium (DMEM supplement with 10% FBS (Gibco), 1× GlutMAX, 1× NEAA, 1× Sodium pyruvate (Gibco), 0.1 mM β-mercaptoethanol (Gibco), PD03325901 (1 μM, In house-synthesized), CHIR99021 (3 μM, In house-synthesized), 1000 units/ml LIF (Millipore). All of the cell lines have been confirmed as mycoplasma contamination free with kit from Lonza (LT07–318).

### Generation with iPSCs

MEFs were reprogrammed according to previous reported protocols. MEFs with 3 passages were plated at 1 × 104 per well for OKS combination (24 well plate) or 3 × 104 per well for KS and FoxD3, and then infected with retrovirus generated from PlatE cells for two rounds. After two rounds infections, MEFs were induced with iCD1 medium. The number of GFP-Oct4 positive colonies was counted under microscope after several days inductions.

### FACS analysis

Cells were digested by 0.25% trypsin and resuspended with PBS + 1% FBS. Then, cells were analyzed the C6 flow cytometer (Becton Dickinson).

### Real-time PCR and RNA-seq

Cells were lysed with TRIzol reagent. ReverTra Ace (Toyobo) and oligo-dT (Takara) were used to synthesize cDNAs. Quantitative PCR was performed using Premix Ex TaqTM (Takara). q-PCR primer was displayed in Table 1. TruSeq RNA Sample Prep Kit (RS-122-2001, Illumina) was used for library construction and the Miseq Reagent Kit V2 (MS-102-2001, Illumina) was used for RNA-seq.

**Table 1:** Realtime-qPCR primer

Gene	Forward primer	Reverse primer
*Gapdh*	AACTTTGGCATTGTGGAAGGGCTCA	TTGGCAGCACCAGTGGATGCAGGGA
*Oct4*	CATTGAGAACCGTGTGAG	TGAGTGATCTGCTGTAGG
*Nanog*	CTCAAGTCCTGAGGCTGACA	TGAAACCTGTCCTTGAGTGC
*Dppa5a*	CCGTGCGTGGTGGATAAG	GCGACTGGACCTGGAATAC
*Sox2*	AGGGCTGGGAGAAAGAAGAG	CCGCGATTGTTGTGATTAGT
*Sall4*	CTAAGGAGGAAGAGGAGAG	CAAGGCTATGGTCACAAG
*Rex1*	CAGCCAGACCACCATCTGTC	GTCTCCGATTTGCATATCTCCTG
*Twist2*	AGATGACCAGCTGCAGCTAC	ATGTGCAGGTGGGTCCTG
*Esrrb*	TTTCTGGAACCCATGGAGAG	AGCCAGCACCTCCTTCTACA
*Cdh1*	CAGCCTTCTTTTCGGAAGACT	GGTAGACAGCTCCCTATGACTG
*Epcam*	CTTGTGTCTGCACGACCTGT	CCAAGCATTTAGACGCCAGTTT
*Dusp5*	GCCACCATCTGCCTTGCTTAC	ACTCCGCCTCTGCTTCACAA
*endo Sox2*	TGCGCCCAGTAGACTGCAC	ACCCCTCCCAATTCCCTTGTAT
*endo Oct4*	TCTTTCCACCAGGCCCCCGGCTC	TGCGGGCGGACATGGGGAGATCC

### Immunofluorescence

Cells were cultured on coverslips and fixed with 4% paraformaldehyde for 30 min. 0.1% Triton X-100 and 3% BSA were used to penetrate and block. Then, the cells were incubated with primary antibody for two hours in room temperature and washed with PBS for three times. Next, the cells were incubated with second antibody for one hour, washed with PBS for four times and then incubated with DAPI for 1 min. Finally, the coverslips were mounted on the slides for observation under fluorescence microscope. The primary antibodies diluted with 3% BSA were anti-Oct4 (SC-5279, 1: 200), anti-Nanog (BETHYL no. A300-397A, 1: 200), and anti-SSEA1 (RD, MAB2155, 1:100).

### Teratoma detection

KSFoxD3-iPSCs were digested with 0.05% trypsin and resuspended with DMEM/F-12 and Matrigel matrix. Approximately 1× 10^6^ cells were inoculated into the subcutaneous tissue of NOD-SCID mice. After two weeks injection, the teratoma was formed and fixed with 4% paraformaldehyde. Then, tumor samples were sectioned and stained.

### Generation of chimaeric mice

To generate chimaeras, mouse iPSCs were injected into ICR blastocysts and transplanted into pseudopregnant ICR females. The resulting chimaeric mice were determined for germline transmission by mating F2 mice with ICR mice.

### RNA-seq analysis

Sequenced reads were aligned to a transcriptome index generated from the GENCODE annotations transcriptome (M13), using RSEM (Li and Dewey, 2011), bowtie2 (Langmead and Salzberg, 2012). The TPM (Transcripts Per Kilobase Million) values was used for downstream analysis.

The R/Bioconductor v3.6.1 was used to detect the differentially expressed genes between the different samples. Fold change of > 2 were used as the threshold. Principal Component Analysis (PCA) was applied based on top 5000 of highly variable genes. Gene ontology (GO) analysis was performed using R package clusterProfiler (Yu et al.,^ 2012^). The associated plots were generated using the ggplot2 package(v3.3.2).

### Single cell RNA-seq analysis

Gene expression matrix was download from Sonja Nowotschin, 2019. Downstream analysis were performed with the Python package scanpy v1.4.5 (Wolf et al., 2018). The mouse early embryo(E3.5-E7.5) was selected with 54,952 cells. The dotplot was performed using sc.pl.dotplot as implemented in scanpy.

### Data availability

The RNA-seq data reported in this study was deposited with the gene expression omnibus with the accession number GEO: GSE161057.

The accession number for the 3F, 7F and CiPSC RNA-seq data described in this paper is GEO: GSE93029, GSE127927, GSE110264.

## Supplementary Information

**Additional file 1: Supplementary figure 1.** Fox family members expression during miPSCs induction and early development. (A) The expression of Fox family transcription factors in CiPSCs, 7F and OKS reprogramming by RNA-seq. CiPSCs from Cao et al., 7F from Wang et al. MEF, mESC and OKS from Guo et al. (B) The expression of Fox family transcription factors during mouse grastrulation. (C) Representative images of OKS + DsRed, OKS + FoxD3, OKS + FoxD4 and OKS + FoxG1 mediated reprogramming at day3 and day5. scale bars, 500 μm. (D) Growth curves of OKS + DsRed, OKS + FoxD3, OKS + FoxD4 and OKS + FoxG1 induced conditions; *n* = 3. (E) RT-qPCR analysis showed the relative expression of pluripotency core network and epithelial associated genes OKS + DsRed, OKS + FoxD3, OKS + FoxD4 and OKS + FoxG1 mediated reprogramming at day3 and day5; n = 3.

**Additional file 2: Supplementary figure 2.** (related to Fig. 1). The proportions of Oct4-GFP positive colonies reflected reprogramming efficiency at day 7 after induction according to flow cytometry analysis.

**Additional file 3: Supplementary figure 3.** (related to Fig. 4). Heatmaps for the expression of represented genes for cell cycle(A), pluripotency(B), mesenchymal-epithelial transition(C) and ectoderm-mesoderm-endoderm(D) during the OKS + FoxO6 and OKS + DR reprogramming process.

**Additional file 4: Supplementary figure 4.** (related to Fig. 4). (A) Heatmaps showing the expression levels of specifically upregulated/downregulated genes at the day 0/1/3/5/7 during OKS + FoxO6 and OKS + DR reprogramming. Right side of each heatmap are the relatived genes. (B) Venn diagram between genes in OKS + FoxO6 and OKS + DR cells. The genes up/down at each timepoint is showing in A.

How the deposited data were processed for this re-analysis (not part of the article)

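Bulk RNA-seq was measured in mouse embryonic fibroblasts under OKS + FoxO6 and OKS + DsRed at days 0, 1, 3, 5 and 7, with 1 library per arm and day. Samples were grouped by the labels of the libraries, and the arms were compared day by day or over the 5 days. The authors aligned the reads with RSEM and bowtie2 to GENCODE M13, and their deposited expected counts are RSEM estimates without further normalization. The deposited TPM values were computed by the authors with RSEM from the same alignments. A table of the whole series holds the expected counts of 48476 genes and the files per library hold 50600. The expected counts of the shared genes are identical in both, and the 2124 other genes hold at most 0.312% of the counts of a library. Coordinates are those of GENCODE M21 on GRCm38, and effective lengths were taken from the values per library.
The libraries summed to between 1208379 and 2225750 expected counts, with a median of 1601151. This depth gives few reads to genes of low expression, and folds against at most 3 reads are given as bounds on counts per library total, with the lower side set to 3 reads. They are not bounds on TPM.
Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 computed the differences in log2(TPM + 1), with a pseudocount of 1, the distances and principal components of the 5000 most variable genes, and the stage-specific genes. The expected number of 2-fold changes from read sampling was simulated with 100 Poisson draws from the pooled counts of the 2 libraries. R 4.3.3 with edgeR 4.0.16 fitted the shift between the arms to the rounded expected counts, with TMM normalization, the filterByExpr filter and day as a factor, and an adjusted p under 0.05 was the threshold. The fit had a common dispersion of 0.0336. DESeq2 1.42.0 was run as an alternative.
Gene lists were written before the data were examined, as were the choices of main analysis and alternatives. They cover autophagy, pluripotency, epithelial, mesenchymal, muscle and germ layer genes, interferon responses and ligands, targets of Wnt, ERK and FoxO, histone deacetylases, the Fox family and markers of macrophages and endothelium. The S and G2/M phase lists came from Seurat 5.3.0 and the Reactome sets from the files of fgsea 1.28.0. Genes with a mean TPM of at least 1 were used, and list medians were compared with 10000 random lists of the same size drawn in 20 bins of mean expression. Lists beyond the central 95% of the random lists were called outside the range. The genes named are those the paper names in its text, tables and figures, the members of the lists, and the 5 highest and 5 lowest shifts over the 5 days that are past the threshold and in one direction on all days. Genes outside this rule are marked where they appear.
The alternatives were a pseudocount of 0.1, CPM with TMM and a prior count of 2, filters on TPM or counts, 1000 or all genes, scaling to unit variance, Spearman correlation, lists without the genes labelled in Fig. 4C, and, for the shift, other size factors, no filter, no day term and each day left out. Removal of the trend with transcript length, the exact binomial test and an edgeR offset for length were chosen after seeing the data. The shift was tested on simulated data, where 190 of 200 genes changed 4-fold among 10857 were recovered with 6 false calls. Those data had no day effect, the common dispersion for every gene and independent libraries, and genes of low counts were not among the changed ones. The false calls in serial samples of one culture are therefore not known from it.
GO terms were not tested again, and the MEF and mESC libraries of Fig. 4B were not used here. Labels of Fig. 4C that could not be read were left out, and some genes and gene sets are not reported.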

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

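The tests of library size and of reads shared between paralogs were chosen only after the results were seen.
Slc9a7 (chromosome X, 20105754 to 20291807) and Tnfrsf26 (chromosome 7, 143607659 to 143628722) had reads in every OKS + FoxO6 library and at most 3 in every OKS + DsRed library, and the paper does not discuss them. Slc9a7 had 184 reads in OKS + FoxO6, 11 to 69 per library, against 4 in OKS + DsRed, and was at least 9.6-fold higher. Tnfrsf26 had 164 reads, 14 to 47 per library, against 8, and was at least 8.6-fold higher. Both were singled out by this rule, Slc9a7 after its values were seen. Kng1, labelled in Fig. 4C, has the same pattern with 249 reads against 0. The OKS + FoxO6 libraries held 1.28 times the counts of the OKS + DsRed libraries, which is too little to give either difference. For Tnfrsf26, reads moved from the paralogs Tnfrsf22 and Tnfrsf23 would have lowered these, but together they gained 1810 reads in OKS + FoxO6 against their share in OKS + DsRed. Tnfrsf22 and Tnfrsf23 lie beside Tnfrsf26 and rose from 267 to 1189 and from 241 to 1271 reads, so a small share of misassigned reads of these neighbours may still add to the reads of Tnfrsf26. Tnfrsf26 held 3.00% of the reads of Tnfrsf22 in OKS + DsRed and 13.8% in OKS + FoxO6, so a constant share does not account for all of them. For Slc9a7, reads shared with other genes are not weighed here. With 1 time course per arm, an effect of FoxO6 and a difference between the infected cultures stay open.
For 2 of 26 lists, the difference between the arms at days 0 and 1 had the opposite sign to that at days 3, 5 and 7, where a coin toss for each sign would give 1.62 lists. The mesoderm list differed by 0.7 between the later and the earlier days and the Reactome set of interferon alpha and beta signaling by -0.54 (log2). Neither kept this sign pattern under all alternatives. The mesoderm list was 0.05 at day 1 on CPM and -0.40 at day 7 without the genes labelled in Fig. 4C. At day 3 the interferon set was 0.13 without the labelled genes and 0 with no filter. The difference between the days was not tested, and no biological explanation was tested. No group had the replicates needed to look for a library far from the others.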

How the results depend on the processing

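The removal of the length trend, the exact binomial test and the edgeR offset for length were chosen only after the data were seen.
Numbers of genes past 2-fold moved by more than 1.5 times under these settings. With a pseudocount of 0.1 the genes higher in OKS + FoxO6 numbered 4303 at day 0, 2904 at day 1, 3022 at day 3, 3587 at day 5, 2695 at day 7 and the genes lower in OKS + FoxO6 numbered 2234 at day 0, 3205 at day 1. On CPM the genes higher in OKS + FoxO6 numbered 1443 at day 0, 1193 at day 3 and the genes lower in OKS + FoxO6 numbered 2276 at day 7. With a TPM of at least 3 in the higher library the genes higher in OKS + FoxO6 numbered 1298 at day 0, 1055 at day 1, 1098 at day 3, 1389 at day 5 and the genes lower in OKS + FoxO6 numbered 911 at day 0, 1285 at day 1. With at least 10 counts in each library the genes higher in OKS + FoxO6 numbered 457 at day 0, 344 at day 1, 397 at day 3, 582 at day 5, 501 at day 7 and the genes lower in OKS + FoxO6 numbered 265 at day 0, 406 at day 1, 576 at day 3, 675 at day 5, 1132 at day 7. With the exact binomial test added the genes higher in OKS + FoxO6 numbered 457 at day 0, 312 at day 1, 450 at day 3, 713 at day 5, 713 at day 7 and the genes lower in OKS + FoxO6 numbered 233 at day 0, 398 at day 1, 750 at day 3, 840 at day 5, 1320 at day 7. The filters test fewer genes and the small pseudocount lets in genes near 0. For CPM the cause was not tested. The share of higher genes at day 7 was 33.5% and 43% on CPM. Over the 11491 genes with a mean TPM of at least 5, the median difference was 0.11 at day 0 and -0.13 at day 7. That median was 0.04 and 0.01 on CPM and 0 and -0.02 with the length trend removed.
The OKS + DsRed library nearest to OKS + FoxO6 day 7 over the genes was day 7 with a pseudocount of 0.1 and day 5 with genes scaled to unit variance, CPM, 1 minus Spearman correlation, or without the transduced factors and interferon lists. The cause was not tested.
Of 156 list values, 62 lay outside the range and 46 of these did so on the same side under each alternative set beforehand that gave a value, while 70 of the 94 inside stayed inside. With a mean TPM of at least 5 the mesoderm, macrophage and endothelial lists had too few genes and gave no value. With a pseudocount of 0.1, these lists came inside the range (percentiles in brackets): Insulin receptor cascade (day 1 97.48, 5-day mean 96.3). Those that moved outside were epithelial (day 0 0.93), mesenchymal (day 5 97.9). On CPM, these lists came inside the range (percentiles in brackets): mesenchymal (day 1 3.53), muscle (5-day mean 96.7), ectoderm (day 3 5.07), endoderm (day 7 92.7), Insulin receptor cascade (day 1 90.1), Interferon alpha beta signaling (day 3 9.24). Those that moved outside were autophagy core (day 3 99.7), pluripotency (day 3 0.65), mesenchymal (day 3 98.1, day 5 99.95), endoderm (5-day mean 97.8), FoxO targets (day 5 99.5), endothelial markers (day 7 97.8, 5-day mean 97.8), Interferon alpha beta signaling (day 0 99.2). With a mean TPM of at least 5, these lists moved to the other side of the middle of the random lists (percentiles in brackets): epithelial (day 1 0). Those that came inside were mesenchymal (day 1 2.53), muscle (5-day mean 97.2), endoderm (day 7 96.1), Insulin receptor cascade (day 0 96.1). Those that moved outside were epithelial (day 0 0), muscle (day 5 97.7), ectoderm (day 5 99.1, day 7 0.02), endoderm (day 1 99.9, 5-day mean 99.9), Wnt targets (day 1 0.59, day 7 1.34), Insulin receptor cascade (day 5 97.6). With no filter, these lists moved to the other side of the middle of the random lists (percentiles in brackets): ectoderm (day 1 50.6), macrophage markers (day 0 98, day 1 50.5). Those that came inside were muscle (5-day mean 79.1), ectoderm (day 3 3.25), endoderm (day 7 65), macrophage markers (day 5 46.7), Insulin receptor cascade (day 1 89.2, 5-day mean 97.4), Interferon alpha beta signaling (day 3 41.8). Those that moved outside were muscle (day 1 97.8), mesoderm (5-day mean 97.8), endoderm (day 0 98.6, 5-day mean 98.7), macrophage markers (day 3 0.54), Insulin receptor cascade (day 5 98.6), Signaling by Wnt (day 0 99.1). Without the genes labelled in Fig. 4C, these lists moved to the other side of the middle of the random lists (percentiles in brackets): Interferon alpha beta signaling (day 3 72). Those that came inside were mesenchymal (day 0 93.4, day 1 2.97), mesoderm (day 5 96.6), FoxO targets (day 0 96.1, 5-day mean 85), endothelial markers (day 3 96.5), Insulin receptor cascade (day 0 97.1, 5-day mean 97.4). With the length trend removed, these lists came inside the range (percentiles in brackets): mesenchymal (day 0 95.2, day 1 3.11), Insulin receptor cascade (day 0 69.1, day 1 95, 5-day mean 96.3). Those that moved outside were mesenchymal (day 7 99.7), Wnt targets (day 7 2.34), endothelial markers (day 7 98.4), Cell Cycle, Mitotic (day 1 2.43), Class I MHC (day 7 2.46). With no filter the medians of the ectoderm and macrophage lists at day 1 were 0. For these changes the cause was not tested, except that the filters and the removal of labelled genes use other genes.
The share of stage-specific genes of OKS + DsRed that both arms had, up and down, was 31.03% and 36.2% against day 0 and 13.7% and 17.3% with a pseudocount of 0.1, and the share of up genes was 18.7% on CPM. The cause was not tested.
The shift over the 5 days had 1148 genes higher without a filter on low counts, where 22663 genes were tested, and 124 higher and 44 lower with no day term, where 73.8% were higher against 49.3%. Leave-one-out fits gave from 366 to 812 higher and from 297 to 813 lower genes. Without day 3 there were 385 and 320, and without day 5 there were 366 and 297. Fits without day 0 gave 740 and 813 and fits without day 7 gave 812 and 757, with as many libraries, and the cause was not tested. DESeq2 gave 563 and 557, of which 521 and 498 were the same genes, and the length offset gave 765 and 911. Over the 15 genes whose shift is given, 9 results were weaker, 7 of them with no day term, and 153 kept their direction and side. Slc16a3 was weaker without day 3 or day 5. Of gene values per day, 16 moved past or under 2-fold and 353 did not. The libraries hold few reads for genes of low expression, which limits the numbers past 2-fold.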

Differences from the paper's values

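Of 23 positions of labelled genes read by eye in Fig. 4C, 0 differed in direction or beyond the reading error, and the largest absolute difference was 0.14 (log2).
Fig. 4C places Ccl6 among the genes higher in OKS + FoxO6 at day 7, where it had 1 read in OKS + DsRed and 0 in OKS + FoxO6. Fig. 4C places Dkk1 among the genes higher in OKS + DsRed at day 7, where it had 0 reads in both. None of the alternatives set before the data were examined put either gene past 2-fold on the labelled side. If the labels are read as Ccl8 and Dkkl1, a reading chosen after seeing the values, the log2 differences are 1.66 and -2.12, on the labelled sides. On CPM, 117 of the 124 labels were past 2-fold on the labelled side.
The paper states that OKS + FoxO6 at day 7 lies close to OKS + DsRed at day 3 in its principal components. On the first 2 components computed here day 3 was also the nearest, at 37.9 against 63.4 for day 5, under all settings tried. Over the 5000 genes the distance was 110.0 to day 3, 110.4 to day 5 and 111 to day 7. Day 5 was nearest with scaled genes, CPM, Spearman correlation or without the transduced factors and interferon lists, and day 7 with a pseudocount of 0.1. Day 3 was nearest with 1000 genes, with all genes and, in a setting chosen after seeing the values, with the length trend removed (107.0).
The paper proposes that FoxO6 tends to activate the ERK pathway. The ERK target list had a median of -0.65 at day 7, a day at which Fig. 4C gives the ERK term. At day 0 it was higher (0.54, percentile 99.7), and it had medians of 0.07, 0.05 and 0.21 on the days between. This list is not the GO term of the paper.
The paper states that reprogramming with FoxO6 has no tie to muscle differentiation. The muscle list was inside the range on each day in the main analysis. It was outside at day 1 without a filter (percentile 97.8) and at day 5 with the 3 genes of a mean TPM of at least 5 (97.7). The Reactome set of myogenesis stood at percentile 61 over the means of the 5 days. The muscle list stood at percentile 99.7 over these means and at 99.8 with a pseudocount of 0.1. It stood at 96.7 on CPM, 97.2 with genes of a mean TPM of at least 5 and 79.1 without a filter.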

Other observations

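The tests of depth on the 2 components and over the genes, of length for the insulin receptor and mesenchymal lists, and of length for the interferon lists were chosen only after the results were seen.
The number of genes past 2-fold on a day was at least 1.92 times the number from read sampling at these depths, and at least 1.85 times with the length trend removed, so neither accounts for all of them. Of 100 of the 126 splits of the 10 libraries into 5 and 5, 1 gave as many genes past the threshold over the 5 days, the real one, and the largest other gave 854. Of the 16 swaps of arms within days, 1 gave as many, the real one, and the largest other gave 15. A difference between the cultures of the arms other than FoxO6 stays open, since there was 1 course per arm.
Longer transcripts were higher in OKS + FoxO6 at day 0 and lower at day 7, with Spearman correlations of 0.262 and -0.276 between the difference and effective length, against 0.018, 0.055 and 0.075 on the days between. By library, the trend was strongest in OKS + FoxO6 at day 7 (-0.392) and OKS + DsRed at day 0 (-0.21), which may be technical, such as a difference in RNA quality, though RNA quality was not examined. Of 17 list medians outside the range at day 0 or day 7, 15 stayed outside among random lists matched also on length, and 17 when matched on GC content. The other 2 (insulin receptor cascade and mesenchymal genes at day 0) stood at percentile 95.19 or lower with the trend removed, so length may account for them. The interferon lists at days 3 and 5 stayed at percentile 0.
When all libraries were thinned to 1208364 counts, OKS + DsRed day 3 stayed nearest to OKS + FoxO6 day 7 on the 2 components in 100 of 100 draws and over the 5000 genes in 69, with day 5 nearest in 31. Unequal depth therefore does not set the place on the components, and over the genes days 3 and 5 cannot be told apart at this depth.
A lower dose of the transduced factors from the start would lower pluripotency genes. In 0 of 9 comparisons of Pou5f1, Klf4 and Sox2 at days 0, 1 and 3 was the TPM lower in OKS + FoxO6, with ratios over all days from 0.951 to 1.901. Their TPM includes transcripts of the endogenous genes.
Xist and the median Y-linked gene moved in opposite directions on 3 of 5 days, with differences of 0.16 for Xist and -0.55 for the Y-linked genes at day 3 and of -0.31 and 0.50 at day 5. At day 1 the differences were 0.005 and -0.003, so only days 3 and 5 show opposite moves. A lasting difference in the sexes of the fibroblasts does not explain these 2 days, which go opposite ways.
Fewer macrophages in OKS + FoxO6 could lower interferon genes. The 10 macrophage markers had a median TPM of 0.97 in OKS + DsRed at day 3, with 8 under 5, which argues against these cells as the carriers of all the interferon transcripts. The list had 3 expressed genes, with medians of -0.42, -1.23, -1.12, -1.31 and -0.21 over the days, outside the range at day 1 (percentile 0.51) and day 5 (percentile 1.51), and with no filter at day 3 (percentile 0.54), where days 1 and 5 came inside (50.5 and 46.7) and day 0 was higher (0.42, percentile 98). Cd68 had a TPM of 52.6 in OKS + DsRed and 23.7 in OKS + FoxO6 at day 3 and Laptm5 had 34.0 and 10.1, so a small share of such cells stays open. The 9 interferon ligand genes had 1 read in all libraries together.
The FoxO target list (17 genes) had medians of 0.67, 0.47, 0.20, 0.29 and -0.23, outside the range at days 0 and 1, and the endothelial list (5 genes) had -0.20, 0, 1.01, -0.57 and 0.55, outside it at day 3. Of the 44 Fox family genes, 23 had a mean TPM of at least 1. Foxd1 had a TPM of 388 in OKS + DsRed and 241 in OKS + FoxO6 at day 7, Foxo4 had 159 and 57.3 at day 3, and Foxp1 had 55.6 and 174 at day 0.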
